A study of Mus musculus with 5 samples. Its data were reported in "Heart-Specific and Conditional Deletion of the Immt Gene Reveals Its Role in Regulating Mitochondrial Structure and Total Heart Metabolism" (2026).

How the data were processed

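RNA from mouse hearts was sequenced in bulk by the authors as 3′ tag libraries primed with oligo-dT and carrying unique molecular identifiers, with 10 M deduplicated reads ordered per library. Per the labels, 3 libraries came from Immt+/+-Myh6-Cre mice (control) and 2 from Immtfl/fl-Myh6-MCM mice (knockout), each a separately titled sample. All 5 are labelled as injected with tamoxifen, which was given at 6 weeks of age. The knockout labels add that hearts were taken 10 weeks later, and the controls are described as being of the same age. The submitters' processing notes name the GRCm39 genome build, STAR 2.7.11, SAMtools 1.22.1, featureCounts of Subread 2.1.1 and edgeR 4.0.16, with no roles or order.

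The comparison was read from the authors' deposited table of 15116 genes, which holds 1 mean and 1 standard deviation per group and no value of a single library. The deposited mean is a signal in CPM, read counts scaled to a common normalized library size. The columns summed to 1036321 CPM in the control and 947955 CPM in the knockout, as CPM with normalization factors can. The deposited standard deviation (SD) is that of the same normalized CPM over the libraries of a group. The deposited fold change is on the log2 scale, knockout over control, and differed from the log2 ratio of the deposited means by at most 0.03 in genes above 5 CPM in both groups. The deposited p-value is that of the authors' F test, and the deposited adjusted p equalled a Benjamini-Hochberg adjustment of it over the listed genes, with a largest difference of 1.4e-06. The deposited F statistic is the score of that test, and F and p together implied a median of 8.48 denominator degrees of freedom. A further deposited column holds the −log10 of the adjusted p and was not used further. The filter that kept low genes out of the table is not stated, so a listed gene is one with values and any other gene was not analysed here.

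The authors' test was used as deposited because edgeR could not be run again on means and SDs. A gene was called at an adjusted p below 0.05, and calls with an absolute log2 fold change above 1 were counted beside these. For each gene the 2 knockout libraries follow from the deposited mean and SD, whereas for the 3 control libraries only the range that the SD allows is known. Where several entries shared a symbol, which held for 37 of them, the entry with the highest mean stood for it. In all, 52 entries had values identical to a different entry and were left in the counts.

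Effective library sizes were worked back from genes with reads in 1 library of a group, where the deposited mean and SD give the CPM of 1 read, with a relative tolerance of 0.0002 for whole reads. The steps so found explained 7 of 7 such genes in the control and 17 of 18 (94.4%) in the knockout. A group at 0 was given a floor of 3 counts over the group, which is 0.0762 CPM in the control and 0.102 CPM in the knockout. Folds of Ostn, A1cf and Slc7a11, against 1 to 4 reads, carry an exact 95% counting interval. Floors and intervals cover counting error only.

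Gene lists, the 44 in number that are named in the text, and the rule for named genes were fixed before the data were examined. They cover pathways, complexes, genes the study named in failing hearts 20 weeks after tamoxifen, markers of other cell types, and technical checks. The 20-week lists were chosen by the authors on other hearts than these, and Psat1 was read for a symbol printed there with 2 letters exchanged. List tests used cameraPR of limma 3.58.1 in R 4.3.3, with a preset inter-gene correlation of 0.01, on the signed normal score of the deposited p. This test asks whether a list moves differently from all other listed genes. Adjustment was over the 28 pathway and 20-week lists with at least 3 measured members, and separately over 10 marker and technical lists. Lists added after the data were seen were adjusted only among themselves. Members were also counted with p adjusted over the list alone. An estimated correlation and fry need values per library and were not possible, so a correlation of 0.05 stands beside the preset one.

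The named genes were Immt, and the 10 genes per direction with the largest log2 fold change among called genes with a symbol other than a predicted gene's, a mean of at least 5 CPM and no overlap between the groups. In each list up to 4 called members with the smallest p were added or, where none was called, up to 2 given as values. Every gene of the transgene and strain list and some of the proteins blotted in the study, picked in advance, completed them. Some genes that the rule picks were not used here and are not named. Genes named outside this rule are said to be so.

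Alternatives were scaling to library totals and to totals without genes of the mitochondrial genome, both applied as a shift of the deposited log2 fold change; a minimum mean of 5 CPM; a limma moderated test with a mean-variance trend on log2(mean + 0.5 CPM) from the deposited means and SDs; and, per gene, the knockout value nearer to the control alone, with the moderated spread pooled over both groups. That value can come from either library, so this setting is a bound and no single library. List tests were repeated with correlations of 0 and 0.05, on ranks and on the moderated statistic. On simulated data of 15116 genes with the same group sizes, the moderated test called 76.1% of changes of 0.5 log2 and 100% of changes of 1 and of 2 log2, and gave p below 0.05 to 4.91% of unchanged genes. The test with the nearer knockout library called 46.3%, 97.0% and 100% of the same changes. The changed genes were drawn only from those with a mean of at least 5 CPM, so these rates do not cover lower genes. The list test gave p below 0.05 to 6.2% of random lists and to 100% of shifted lists. It was run there on the moderated statistic and not on the deposited p. Far fewer genes were changed in the simulation than the 26.1% called in these data. The rates may therefore differ from those of the list tests reported here. Simulated genes were independent with 1 common dispersion, so the rate for random lists does not cover lists whose members move together. Shifted lists had every member moved by 1 SD of the statistic, a large change that was bound to be found.

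The annotation at hand belongs to an older build than the authors' and matched 14424 of the 15116 gene identifiers. It was used for gene order, names and transcript lengths only, so no coordinates are given. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.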

Results

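Gene expression was measured by bulk RNA sequencing in hearts of mice with an inducible deletion of Immt in cardiomyocytes and in control hearts. Immt encodes Mic60 (mitofilin), a core subunit of the MICOS complex, which holds the junctions of mitochondrial cristae in place. The knockout group had 2 libraries from Immtfl/fl-Myh6-MCM mice, whose MerCreMer recombinase acts after tamoxifen, and the control group had 3 libraries from Immt+/+-Myh6-Cre mice. All 5 samples are labelled as injected with tamoxifen. Knockout hearts are labelled as taken 10 weeks later, while the control labels give no time and the controls are described only as being of the same age. The authors' deposited table holds 15116 genes, 12617 of them protein-coding, with a mean and an SD per group in normalized CPM, read counts scaled to a common library size. Effective library sizes worked back from it were 13.6, 13.6 and 12.1 M reads in the control and 15.2 and 14.1 M in the knockout, with the control value of 12.1 M resting on 1 gene. Among the 9104 genes with a mean of at least 5 CPM, the median coefficient of variation of the deposited values was 8.30% in the control and 5.28% in the knockout. An SD of 2 libraries tends to come out lower than one of 3, so these values do not rank the groups by spread.

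The comparison of knockout with control hearts asked how the heart's transcripts differ after Immt loss at a time that the study describes as preceding lost function. The lists of integrated stress response genes, cytosolic aminoacyl-tRNA synthetases and mitochondrial chaperones and proteases rose, and those of cardiac ion channels, sarcomere and calcium handling genes, interferon-response genes and the mitochondrially encoded respiratory subunits fell. In the authors' deposited table Fgf21, a secreted metabolic hormone, rose from 0.232 to 38.0 CPM (deposited SD 0.139 and 5.26, adjusted p = 1.4e-06). Gdf15, a secreted stress factor, rose from 4.53 to 204 CPM in the authors' deposited table (deposited SD 3.72 and 20.5, adjusted p = 3.7e-05). Mthfd2, a mitochondrial enzyme of the folate cycle, rose from 2.83 to 155 CPM there (deposited SD 0.536 and 10.5, adjusted p = 1.2e-07 in the authors' deposited table).

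Immt itself (ENSMUSG00000052337) fell from 254 to 17.9 CPM in the authors' deposited table, with deposited SDs of 7.76 and 2.72 and an adjusted p of 4.7e-07. The knockout level was 7.04% of the control level, a 14.2-fold lower mean. The knockout libraries implied by the deposited mean and SD lay at 15.98 and 19.83 CPM, and the control libraries between 245 and 263 CPM. A 3′ tag reports the end of a transcript, not the deleted exon, so this value does not measure the deletion.

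In total 2052 genes rose and 1888 fell, together 26.1% of the genes of the authors' deposited table. Past an absolute log2 fold change of 1 there were 445 higher and 780 lower genes, of which 306 and 586 were protein-coding. Library totals gave 639 and 605 past 1, a minimum mean of 5 CPM gave 207 and 300, and the nearer knockout value per gene gave 254 and 394. Scaling to library totals in place of the authors' normalization moved the median log2 fold change of all genes from −0.03 to 0.10, a shift of 0.13, and gave 3089 higher and 1370 lower genes, so that the share of calls that were higher was 69.3% and not 52.1%. Taking for each gene the knockout value nearer to the control, which mixes both libraries and is a bound, gave 1060 higher and 850 lower genes.

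**Figure D1:**
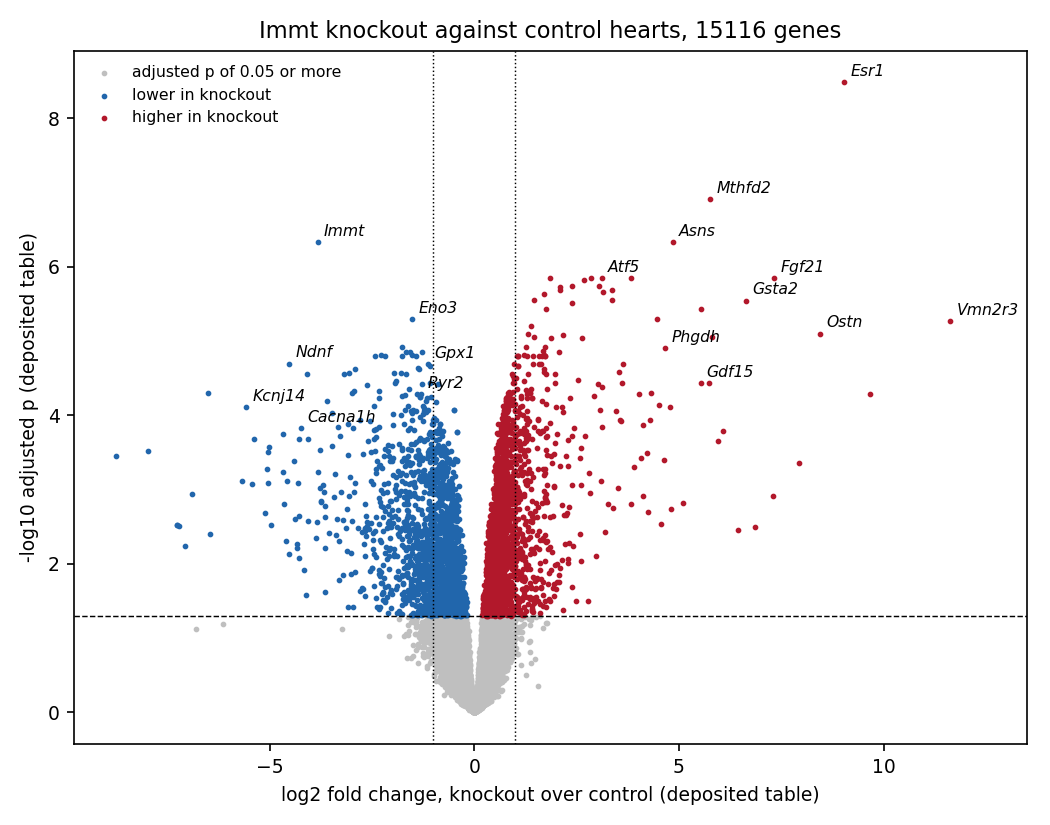
Log2 fold change of knockout over control (horizontal axis) against −log10 of the adjusted p (vertical axis) for 15116 genes of the authors' deposited table, with dashed and dotted lines at an adjusted p of 0.05 and an absolute log2 fold change of 1. Red points are the 2052 higher and blue points the 1888 lower genes, with Immt among the lower ones at −3.83.

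Rises were ranked among called genes with a mean of at least 5 CPM, no overlap between the groups and no predicted-gene symbol. Lower genes with larger rises were left out. Among the 10 genes with the largest rise so ranked were Fgf21, Gdf15, Mthfd2, Asns (asparagine synthetase) and Phgdh, which opens the serine synthesis pathway. In the authors' deposited table Asns rose from 2.34 to 67.7 CPM (log2 fold change 4.85, adjusted p = 4.7e-07) and Phgdh from 0.601 to 15.1 CPM (4.66, adjusted p = 1.3e-05). The glutathione transferase genes Gsta2, Gsta13 and Gsta1 had log2 fold changes of 6.63, 5.81 and 5.55 in the authors' deposited table, although reads of such close paralogs cannot be split between them with certainty. Vmn2r3, a gene of the vomeronasal receptor family, was at 0 in all control libraries and at 28.7 CPM in the knockout in the authors' deposited table, at least 377-fold higher against the floor of 3 counts. Esr1, the estrogen receptor gene, completed the 10 with 0.871 CPM in the control and 458 CPM in the knockout (log2 fold change 9.04, adjusted p = 3.3e-09 in the authors' deposited table). The MerCreMer recombinase carries domains of the estrogen receptor, and by their labels the knockout mice carry it while the controls carry Myh6-Cre.

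With the same limits of level, symbol and overlap, the 10 genes with the largest fall held Immt and several ion channel genes. Kcnj14, an inward rectifier potassium channel, fell from 14.97 to 0.308 CPM in the authors' deposited table (deposited SD 4.69 and 0.0168, adjusted p = 7.9e-05). The T-type calcium channels Cacna1h and Cacna1g fell with log2 fold changes of −4.23 and −3.29 (adjusted p = 0.00015 and 0.00019 in the authors' deposited table). Ndnf, a secreted neurotrophic factor, fell from 29.4 to 1.27 CPM (adjusted p = 2.0e-05 in the authors' deposited table). Pdzrn4, Gabrg3 (a subunit of the GABA receptor), Frem2, Igsf23 and Tmem35a were the others, between −4.07 and −3.07 on the log2 scale in the authors' deposited table.

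Integrated stress response genes rose, as 21 of the 26 listed were higher and 0 lower (22 and 0 adjusted over the list alone), with a median log2 fold change of 1.83 and a list adjusted p of 8.4e-20. Its transcription factors Atf4 and Atf5 rose from 38.5 to 248 CPM and from 34.4 to 298 CPM in the authors' deposited table (adjusted p = 1.5e-06 and 1.4e-06). Chac1, which degrades glutathione, rose from 4.41 to 62.3 CPM in the authors' deposited table (adjusted p = 1.4e-06). Of the 20 cytosolic aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, 16 rose and 0 fell (16 and 0 adjusted over the list alone, median 1.35, adjusted p = 1.6e-13). Sars1 and Gars1 rose by log2 fold changes of 2.09 and 2.15, and Eprs1 by 1.85, in the authors' deposited table. Qars1, Farsa, Wars1 and Kars1, chosen after their values were seen, did not pass and had log2 fold changes of −0.03, 0.03, 0.22 and 0.24 in the authors' deposited table.

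Serine, glycine and one-carbon genes moved both ways, with 7 higher and 4 lower of 18 measured (7 and 4 adjusted over the list alone, median 0.20, 0.33 under library totals, adjusted p = 0.040, and 0.13 with a correlation of 0.05, in a range of 0.023 to 0.35 over the alternatives). The serine enzyme Psat1 rose from 2.13 to 22.2 CPM and Shmt2, which makes glycine from serine, from 12.5 to 30.5 CPM in the authors' deposited table. Among the lower members, Amt, Mtr and Mthfd2l were chosen after their values were seen and had log2 fold changes of −1.21, −0.78 and −0.71 in the authors' deposited table. The list lost its adjusted p below 0.05 under library totals, at 0.087. Proline, asparagine and transsulfuration enzymes had 7 higher and 3 lower of 15 (7 and 1 under library totals, 7 and 4 adjusted over the list alone, median 0.36, adjusted p = 0.021, and 0.075 with a correlation of 0.05, in a range of 0.013 to 0.39 over the alternatives). Pycr1 and Aldh18a1, enzymes of proline synthesis, rose by log2 fold changes of 4.03 and 2.62 and Cth, of transsulfuration, by 2.33 in the authors' deposited table. The lower members were Bcat2, Prodh and Got2, chosen after their values were seen, at −1.04, −0.71 and −0.22 in the authors' deposited table.

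Mitochondrial chaperones and proteases rose as a list, with 8 of 18 higher and 0 lower (13 and 0 under library totals, 10 and 0 adjusted over the list alone, median 0.27, 0.40 under library totals, adjusted p = 7.4e-07). The protease gene Lonp1 rose from 28.3 to 95.7 CPM, and the chaperone genes Hspe1, Hspa9 and Hspd1 by log2 fold changes of 1.30, 1.07 and 0.87, in the authors' deposited table. The glutathione and NRF2 list had 11 higher and 2 lower of 20 (11 and 2 adjusted over the list alone, median 0.41, adjusted p = 0.00043). Nqo1, a quinone reductase, rose from 47.3 to 161 CPM and Gss, glutathione synthetase, from 3.46 to 10.2 CPM in the authors' deposited table, with Prdx6 at a log2 fold change of 0.64. Gpx1, a glutathione peroxidase, fell from 142 to 65.1 CPM in the authors' deposited table (adjusted p = 2.0e-05).

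A second question of the comparison was how much of the profile that the study named in failing hearts at 20 weeks was present at 10 weeks. Those genes were chosen on other hearts, and several of them, such as Fgf21, Gdf15 and Atf4, are also in the integrated stress response list. Of the 41 genes in 4 such lists, 29 had values, and 26 of these (89.7%) rose and 0 fell (26 adjusted over the list alone), against 13.6% of all genes that rose. A log2 fold change above 1 was reached by 25. With a minimum mean of 5 CPM, 13 members rose and passed. The remaining 12 of the 41 were not analysed here. A member nearly absent from the control, such as Ostn on 1 read, may be listed only because it was high in the knockout. Members low in both groups may be among the 12, so the share of those with values can overstate the overlap. The 3 of the 29 that did not pass, Vgf, Bcat1 and Ckmt1, were chosen after their values were seen. They had log2 fold changes of 0.07, 0.86 and −0.01 in the authors' deposited table.

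Of the secreted factors 5 of 6 measured members rose (5 adjusted over the list alone, median 5.99, or 4.45 with bounded genes at their bound, adjusted p = 9.3e-06). Ostn, which encodes the muscle hormone musclin, had 12.0 CPM in the knockout in the authors' deposited table and 1 read in the control, a ratio of 490 with a 95% counting interval of 84.0 to 18649. Inhba, an activin subunit, rose from 1.042 to 7.23 CPM, and Adm2, named after its value was seen, was at 0 in the control and 0.788 CPM in the knockout in the authors' deposited table, at least 10.3-fold higher. All 5 measured transcriptional regulators rose (5 adjusted over the list alone, median 3.11, adjusted p = 9.1e-08). The growth regulator Myc rose from 3.39 to 29.5 CPM and Tfcp2l1 from 0.501 to 6.28 CPM in the authors' deposited table. Of the metabolic regulators 8 of 10 rose (8 adjusted over the list alone, median 3.36, adjusted p = 7.8e-10). Maoa, monoamine oxidase A, rose from 2.36 to 24.2 CPM and Trib3 from 1.91 to 41.6 CPM in the authors' deposited table. All 8 measured members of the list of other most induced genes rose (8 adjusted over the list alone, median 3.63, adjusted p = 7.8e-10). Slc7a11, a cystine transporter, rose from 0.104 to 3.03 CPM in the authors' deposited table, on 4 control reads with a 95% counting interval of 11.3 to 112 for the fold. Shisa3 rose from 0.303 to 3.42 CPM there (adjusted p = 8.7e-05 in the authors' deposited table). Of the genes described as particular to Immt loss, Ckmt2 alone had a value, −0.11 (adjusted p = 0.20 in the authors' deposited table), and it turned to 0.02 under library totals.

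**Figure D2:**
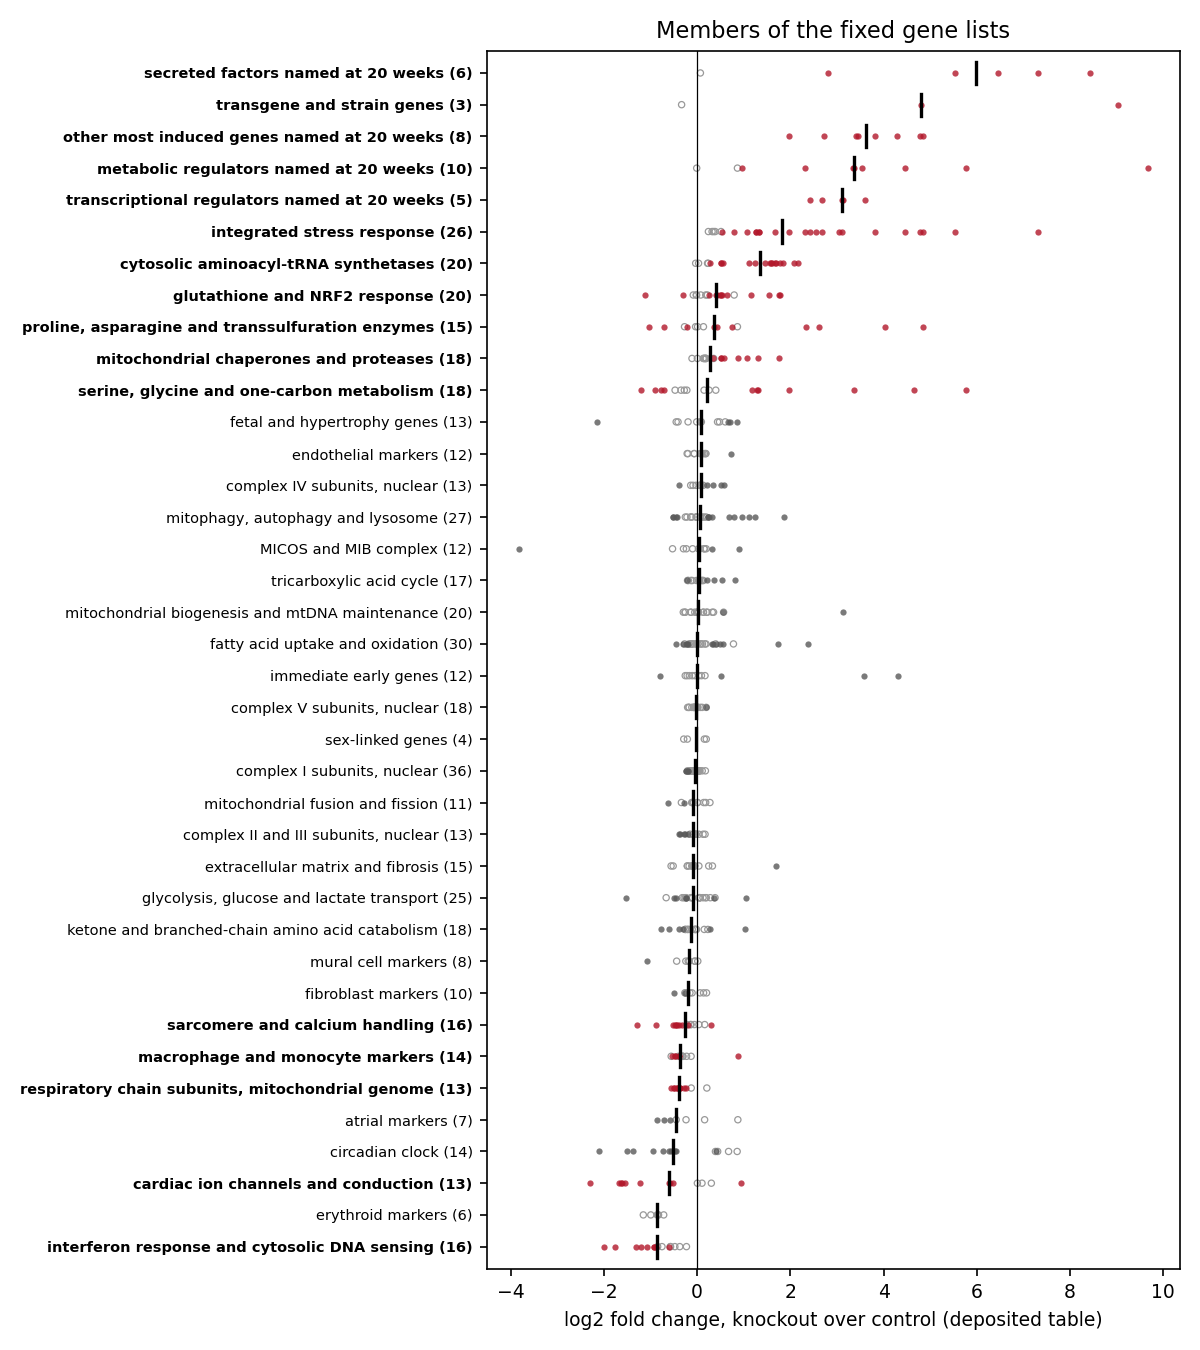
Log2 fold change of knockout over control (horizontal axis) of the measured members of each fixed gene list that was tested, from the authors' deposited table, with called genes filled, others open, a black tick at the median and bold names with red points for lists at an adjusted p below 0.05. The integrated stress response list has a median of 1.83 and the interferon list one of −0.87.

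The subunits encoded by the mitochondrial genome fell, with 0 higher and 11 lower of 13 (0 and 12 adjusted over the list alone, median −0.38, adjusted p = 3.3e-07), and under library totals 8 were lower with a median of −0.25. Complex IV subunit mt-Co2 fell from 34785 to 24484 CPM, and mt-Co3, mt-Atp6 and mt-Nd3 had log2 fold changes of −0.43, −0.43 and −0.37, in the authors' deposited table. Transcripts of the mitochondrial genome made up 36.7% of the control total and 32.2% of the knockout total. The nuclear subunits gave no list call under the authors' normalization. For complex I, 0 were higher and 4 lower of 36 (2 and 0 under library totals, 0 and 0 adjusted over the list alone, median −0.04, adjusted p = 0.20), and the median was 0.09 under library totals. Ndufv3, Ndufs1 and Ndufa11, among its lower members, had log2 fold changes of −0.24, −0.20 and −0.19 in the authors' deposited table and lost their calls under library totals. Complexes II and III had 0 higher and 5 lower of 13 (2 and 2 under library totals, 0 and 5 adjusted over the list alone, median −0.08, 0.04 under library totals, adjusted p = 0.11). Their members Sdhd, Uqcrfs1, Uqcrh and Uqcrb had log2 fold changes of −0.38, −0.37, −0.28 and −0.26 in the authors' deposited table, and Uqcrh and Uqcrb lost their calls under library totals. Complex IV had 4 higher and 1 lower of 13 (8 and 1 under library totals, 4 and 1 adjusted over the list alone, median 0.08, 0.21 under library totals, adjusted p = 0.12), and the list passed under library totals at an adjusted p of 0.010, the lowest of a range up to 0.26 over the alternatives. Cox6a2, Cox8a and Cox5b rose by log2 fold changes of 0.57, 0.52 and 0.34, and Cox7a1 had −0.40, in the authors' deposited table. Complex V had 1 higher, Atp5f1c at 0.19 in the authors' deposited table, and 0 lower of 18 (3 and 0 under library totals, 0 and 0 adjusted over the list alone, median −0.02, 0.10 under library totals, adjusted p = 0.66).

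Of the 12 genes of the MICOS complex and its partners 2 rose and 1, Immt, fell (4 and 1 under library totals, 2 and 4 adjusted over the list alone, adjusted p = 0.83), and the list's median of 0.04, 0.17 under library totals, and its test, which leaned lower, differed in sign. Chchd3 and Chchd6, which encode subunits of MICOS, rose from 216 to 267 CPM and from 7.60 to 14.2 CPM in the authors' deposited table (adjusted p = 0.011 and 0.0013). Samm50, Apoo, Apool and Micos10 did not pass and had log2 fold changes of −0.10, 0.06, −0.29 and −0.23 (adjusted p = 0.32, 0.65, 0.066 and 0.051 in the authors' deposited table). Fusion and fission genes had 0 higher and 2 lower of 11 (1 and 1 under library totals, 0 and 2 adjusted over the list alone, median −0.08, 0.05 under library totals, adjusted p = 0.30). Mtfp1, which promotes fission, and Mfn2, which promotes fusion, had log2 fold changes of −0.62 and −0.29 in the authors' deposited table, and Mfn2 lost its call under library totals. Opa1 and Dnm1l did not pass, at −0.10 and 0.01 (adjusted p = 0.51 and 0.95 in the authors' deposited table). Biogenesis and mtDNA maintenance genes had 2 higher, Myc and Tfb1m, and 0 lower of 20 (5 and 0 under library totals, 1 and 0 adjusted over the list alone, median 0.03, 0.15 under library totals, adjusted p = 0.24), with Tfb1m at 0.55 in the authors' deposited table.

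Mitophagy, autophagy and lysosome genes had 10 higher and 4 lower of 27 (12 and 2 under library totals, 10 and 4 adjusted over the list alone, median 0.07, 0.20 under library totals, adjusted p = 0.11), and the list passed under library totals at 0.039, the lowest of a range up to 0.33 over the alternatives. The lysosomal proteases Ctsl and Ctsd rose by log2 fold changes of 1.87 and 0.96 and the autophagy receptors Sqstm1 and Optn by 1.25 and 1.12, with Gabarapl1 at 0.79, in the authors' deposited table. The lower members Ctsb, Ulk1, Tfeb and Map1lc3a were chosen after their values were seen and lay between −0.52 and −0.43 in the authors' deposited table. Sesn2, a stress-induced regulator of nutrient signaling, rose from 0.841 to 4.15 CPM, and Cgas, a sensor of cytosolic DNA, did not pass at −0.37 (adjusted p = 0.47 in the authors' deposited table). Gsdma was not analysed here.

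None of the fuel metabolism lists passed under the authors' normalization, and their counts moved with the scaling. Fatty acid genes had 7 higher and 5 lower of 30 (10 and 6 adjusted over the list alone, adjusted p = 0.28), with a test that leaned higher beside a median just below 0, and under library totals 13 were higher and 1 lower with a median of 0.13. Acot2, an acyl-CoA thioesterase, rose from 31.6 to 165 CPM, Pdk4, which restrains glucose oxidation, from 135 to 454 CPM, and Fabp3, the fatty acid binding protein of the heart, by a log2 fold change of 0.55, while Acaa2 fell at −0.46, in the authors' deposited table. The tricarboxylic acid cycle had 4 higher and 1 lower of 17 (4 and 1 adjusted over the list alone, median 0.04, adjusted p = 0.28), and under library totals 6 were higher and 0 lower, with a median of 0.17, and the list passed at 0.040, the lowest of a range up to 0.52 over the alternatives. Pdhb, Ogdh, Suclg2 and Idh3b rose by log2 fold changes of 0.82, 0.54, 0.36 and 0.22, and Cs, chosen after its value was seen, had −0.21, in the authors' deposited table. Glycolysis and glucose or lactate transport had 2 higher and 5 lower of 25 (2 and 6 adjusted over the list alone, median −0.10, adjusted p = 0.27), and under library totals 4 were higher and 3 lower with a median of 0.03. Eno3, the muscle enolase, fell from 820 to 285 CPM and Ldha and Pfkp had log2 fold changes of −0.45 and −0.49, while Aldoa had 0.37, in the authors' deposited table. Ketone and branched-chain amino acid genes had 2 higher and 4 lower of 18 (3 and 4 adjusted over the list alone, median −0.13, adjusted p = 0.15), and under library totals 4 were higher and 3 lower with a median of −0.0015. Bdh1, of ketone use, rose by 1.02, and Ivd, Mccc1 and Oxct1 had −0.78, −0.60 and −0.39 on the log2 scale in the authors' deposited table.

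Cardiac ion channel and conduction genes fell, with 1 higher and 9 lower of 13 (2 and 9 adjusted over the list alone, median −0.61, adjusted p = 0.00096). The potassium channel genes Kcnj2, Kcnh2, Kcnj3 and Kcnq1 fell by log2 fold changes of −1.69, −1.64, −1.61 and −1.54 in the authors' deposited table. Kcnj11, the higher member, was chosen after its value was seen and lay at 0.93 in the authors' deposited table. Atrial markers lay lower beside them without a list call, with 3 of 7 called lower and a median of −0.45, and Gja5 is in both lists. Sarcomere and calcium handling genes fell as a list, with 1 higher and 9 lower of 16 (2 and 9 adjusted over the list alone, median −0.27, adjusted p = 0.00050), and under library totals 2 were higher and 7 lower with a median of −0.14. Ryr2, the calcium release channel, fell from 755 to 308 CPM and Casq2, which binds calcium in the same store, from 401 to 217 CPM in the authors' deposited table. Atp2a2, the calcium pump of that store, and its regulator Pln had log2 fold changes of −0.48 and −0.46 in the authors' deposited table. The higher member, Slc8a1, was chosen after its value was seen and lay at 0.29 in the authors' deposited table.

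Fetal and hypertrophy genes had 3 higher and 1 lower of 13 (3 and 1 adjusted over the list alone, median 0.09, 0.22 under library totals, adjusted p = 0.27). Ankrd1 rose from 985 to 1595 CPM, Fhl1 and Xirp2 by log2 fold changes of 0.67 and 0.85, and Tnni1 fell at −2.14, in the authors' deposited table. Nppb, named after its value was seen, had means of 855 CPM in the control and 1192 CPM in the knockout with a deposited control SD of 762 and did not pass (adjusted p = 0.58 in the authors' deposited table). Among the 15 measured matrix and fibrosis genes Tgfb2 alone passed, rising from 8.77 to 28.5 CPM in the authors' deposited table (2 higher and 0 lower under library totals, 1 higher and 0 lower adjusted over the list alone, median −0.09, 0.04 under library totals, adjusted p = 0.81).

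Interferon-response and DNA-sensing genes fell, with 0 higher and 9 lower of 16 (0 and 12 adjusted over the list alone, median −0.87, adjusted p = 2.0e-05). Most members are low, and with a minimum mean of 5 CPM the list kept 7 members at a list adjusted p of 0.0023. The interferon-induced gene Ifi44 fell from 4.39 to 1.09 CPM, and Oasl2 and Irf9, a transcription factor of the response, by log2 fold changes of −1.21 and −0.94, in the authors' deposited table. Macrophage and monocyte markers fell beside them, with 1 higher and 5 lower of 14 (1 and 3 under library totals, 1 and 5 adjusted over the list alone, median −0.37, −0.24 under library totals, adjusted p = 0.037, and 0.081 with a correlation of 0.05, in a range of 0.012 to 0.081 over the alternatives). Lyz2, C1qc and C1qb had log2 fold changes of −0.53, −0.47 and −0.47, and Lgals3 rose by 0.88, in the authors' deposited table.

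**Figure D3:**
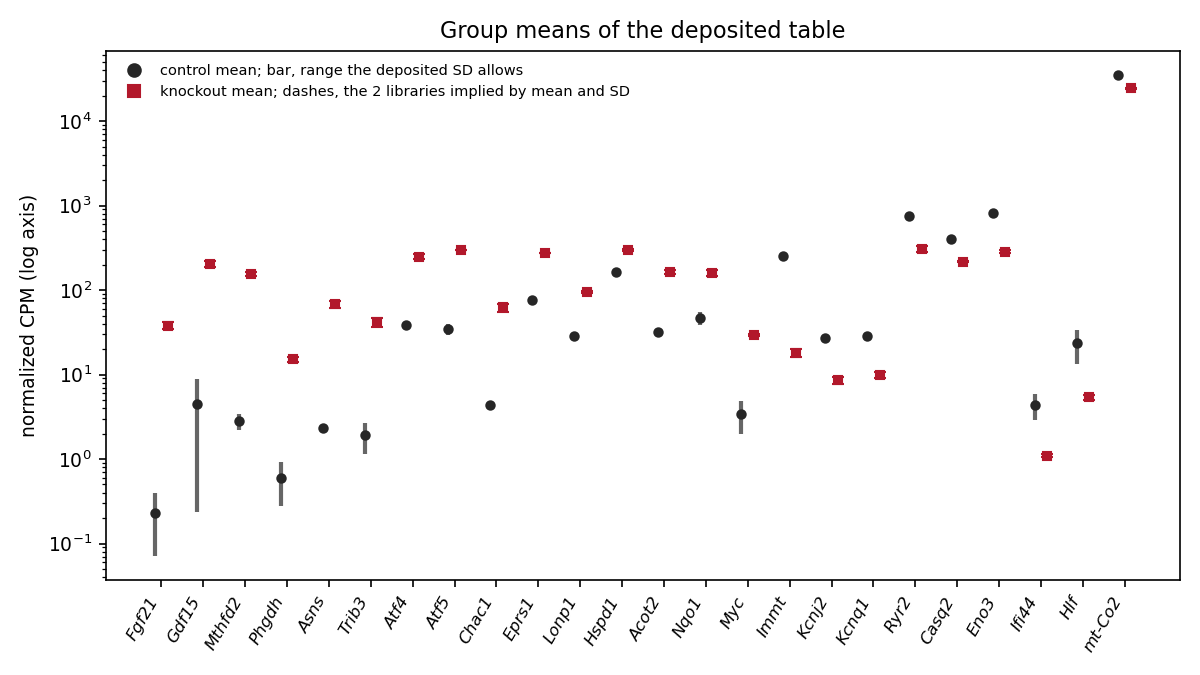
Group means in normalized CPM on a log axis (vertical) of 24 named genes (horizontal), from the authors' deposited table. Gray bars span the control values that the deposited SD allows and red dashes the 2 knockout libraries implied by mean and SD, as for Immt at 15.98 and 19.83 CPM.

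Other cell-type markers gave no list call. Fibroblast markers had 0 higher and 2 lower of 10 (0 and 2 adjusted over the list alone, median −0.19, −0.057 under library totals, adjusted p = 0.22), Dcn at −0.27 and Scara5 at −0.49 in the authors' deposited table, and both lost their calls under library totals. Endothelial markers had 1 higher, Cldn5 at 0.73 in the authors' deposited table, and 0 lower of 12 (1 and 0 adjusted over the list alone, median 0.08, 0.21 under library totals, adjusted p = 0.44). Mural cell markers had 0 higher and 1 lower of 8, Abcc9, a subunit of potassium channels that cardiomyocytes also express, at −1.08 in the authors' deposited table (0 and 1 adjusted over the list alone, median −0.18, −0.053 under library totals, adjusted p = 0.16). Atrial markers had 0 higher and 3 lower of 7 (1 and 1 under library totals, 1 and 4 adjusted over the list alone, median −0.45, adjusted p = 0.22), Stard10, Myl4 and Gja5 at −0.87, −0.71 and −0.59 in the authors' deposited table, and Myl4 and Gja5 lost their calls under library totals. No erythroid marker of 6 passed (0 adjusted over the list alone, median −0.85, adjusted p = 0.22), and Alas2 had −0.99 in the authors' deposited table. Lists with fewer than 3 measured members were not tested. In the authors' deposited table the adipocyte marker Adig had a log2 fold change of 1.18 (adjusted p = 0.022) and the lymphocyte marker Ighm one of −0.87 (adjusted p = 0.029), each the 1 measured member of its list. The mesothelial markers Upk3b and Wt1 had 1.56 and 0.04 and the Schwann cell marker S100b −0.16 in the authors' deposited table, and none of these passed. Neutrophil markers had no values and were not analysed here.

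Among the technical lists, circadian clock genes had 1 higher and 9 lower of 14 (2 and 9 adjusted over the list alone, median −0.52, adjusted p = 0.051, with 0.0059 to 0.15 over the alternatives). Hlf, Per3, Cry2 and Tef had log2 fold changes of −2.11, −1.51, −0.96 and −0.56 in the authors' deposited table. Immediate early genes had 3 higher and 1 lower of 12 (3 and 1 adjusted over the list alone, adjusted p = 0.27), with a median of −0.01, or 0.12 under library totals, beside a test that leaned higher. The heat shock paralogs Hspa1a and Hspa1b, whose reads are hard to split, rose by 3.59 and 4.31, Btg2 by 0.52, and Ier3 had −0.79, on the log2 scale in the authors' deposited table. None of 4 sex-linked genes passed (0 adjusted over the list alone, median −0.03, 0.10 under library totals, adjusted p = 0.75), and Uty and Eif2s3y had −0.29 and −0.21 in the authors' deposited table. Of the transgene and strain genes 2 of 3 rose (2 adjusted over the list alone, median 4.81, adjusted p = 0.039, and 0.081 with a correlation of 0.05, in a range of 0.033 to 0.20 over the alternatives). Esr1 and A1cf were listed because MerCreMer carries a part of the former and is inserted in the latter. By the labels only the knockouts carry MerCreMer, so this list p is a check of the labels and no test of Immt loss. Esr1 is given above, A1cf had 0.953 CPM in the knockout in the authors' deposited table and 1 read in the control, a ratio of 38.9 with a 95% counting interval of 6.23 to 1540, and Nnt did not pass at −0.33 with a deposited control SD of 30.6 on a mean of 91.4 CPM.

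Knockout and control differ in their Cre transgene as well as in Immt, so the calls belong to both of these known differences together. Any difference between the groups in strain background or hour of collection would be part of the calls too. The circadian list was included as a check on the hour, and 9 of its 14 members were lower and 1 higher. Its list adjusted p was 0.051, with 0.0059 to 0.15 over the alternatives. A difference in hour thus stays open, and these values cannot tell it from Immt loss or the transgene. For strain, Nnt alone was checked and did not pass, which cannot exclude a difference. Sex, batch and the hour of collection were not used here.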

Values the study reported

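In hearts taken 20 weeks after tamoxifen, the study reported some genes raised more than 5000-fold. Of 81 genes that it chose as a shared response to mitochondrial stress, the study reported that 57 were raised at 10 weeks.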

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

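Library totals and, for gene counts and named genes, a mean of at least 5 CPM were chosen beforehand. Every other setting run, that minimum for lists included, was chosen after the data were seen. DESeq2 and its size factors, voom, robust edgeR, no filter, removal of mitochondrial genes before TMM, thinning, leaving out each library, a replicate block, an estimated correlation and fry need values per library and, although chosen beforehand, were not run. No paired analysis was possible because replicate numbers pair no animals and no value per library is given. Immt kept its direction and call in each alternative run. Of the 3940 calls, 86.9% were shared in the same direction under library totals, 95.9% under totals without mitochondrial genes, 99.0% with the limma moderated test and 48.5% with the nearer knockout library.

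Library totals gave 3089 higher genes, by construction of the shift. The nearer knockout value per gene gave 1060 higher and 850 lower genes, 254 and 394 past a log2 fold change of 1, by construction a bound. The 5 CPM minimum gave 207 and 300 past 1 and 13 members of the 20-week lists, with fewer genes tested. Of 147 other genes that the rule for named genes picks, 130 passed, and 0 of these changed direction in any setting. That outcome was close to fixed, because the groups of 99.8% of all calls did not overlap and the shift to library totals was 0.13. Library totals ended 11 calls, totals without mitochondrial genes 4 and the nearer library 25. In all, 26 passing genes lost the call in some setting. Genes that had not passed changed sign: under library totals Ckmt2 to 0.021, Opa1 to 0.027 and Samm50 to 0.031, and with the nearer library Upk3b to −0.67, Wt1 to −0.016, S100b to 0.23, Dnm1l to −0.0065 and Apoo to −0.059.

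Adjusted p of lists that moved follow, and the cause was not tested. Without a call, the direction turned for MICOS under library totals (0.865) and on ranks (0.927), and under library totals for complex I (0.336) and complex V (0.241). Calls appeared under library totals for complex IV (0.0102), autophagy (0.0391) and the tricarboxylic acid cycle (0.0399). The circadian list passed under library totals (0.0248), totals without mitochondrial genes (0.0396), the 5 CPM minimum (0.00594), a correlation of 0 (0.0334) and the moderated statistic (0.0370). Calls ended for the proline list with the 5 CPM minimum (0.389), a correlation of 0.05 (0.0747) and ranks (0.159), for the serine list under library totals (0.0870), totals without mitochondrial genes (0.0530), a correlation of 0.05 (0.127) and ranks (0.349), for the transgene list under library totals (0.0656), a correlation of 0.05 (0.0812) and ranks (0.200), and for the macrophage list with a correlation of 0.05 (0.0812).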

Other observations

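The ribosomal, heat shock and replication lists, the genes listed at 0 and all tests in this part were chosen after the results they concern had been seen, while the other lists are those fixed earlier. List p-values of the ribosomal, heat shock and replication lists were adjusted only among these lists. For the replication list the adjusted p equals the unadjusted one. These values do not account for the choice of lists and are not comparable with those of the planned lists. The genes that build the cytosolic ribosome rose together, with 76 higher and 1 lower of 79 (76 and 1 adjusted over the list alone, median log2 fold change 0.70, adjusted p = 2.3e-44, and 6.0e-17 with a correlation of 0.05, the highest of a range from 2.4e-77 over the alternatives). In the authors' deposited table Rpl3 rose from 89.6 to 293 CPM, and its muscle paralog Rpl3l, the lower member, fell from 145 to 71.1 CPM. Cytosolic heat shock genes rose in 16 of 20 and fell in 0 (18 and 0 adjusted over the list alone, median 0.65, adjusted p = 3.5e-11). The small heat shock gene Hspb1 rose from 191 to 659 CPM and the chaperone gene Hsp90aa1 from 81.3 to 208 CPM in the authors' deposited table. Genes of DNA replication and mitosis fell in 8 of 22 and rose in 0 (1 and 9 adjusted over the list alone, median −0.70, adjusted p = 0.00012). Under library totals 2 were higher and 7 lower. Most members are low, and with a minimum mean of 5 CPM the list kept 5 members at an adjusted p of 0.019. Cenpf, a kinetochore gene, fell from 20.5 to 2.68 CPM in the authors' deposited table.

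Some genes were present in 1 group and listed at 0 in the other. In the authors' deposited table Ifi44l, at 3.92 CPM in the control, and Igfbpl1, at 2.29 CPM, were at 0 in both knockout libraries, at least 38.2-fold and 22.4-fold lower. Akr1b7 and Ifi202b were at 0 in all control libraries and at 2.23 and 1.43 CPM in the knockout in the authors' deposited table, at least 29.2-fold and 18.7-fold higher.

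Esr1 and A1cf were both higher in the knockout. Reads from the MerCreMer transgene, which carries a part of Esr1 and is inserted in A1cf, are a candidate source, although the smaller log2 fold change of 4.81 restates the pattern and is no test of it. A rise of the whole region around Esr1 is argued against by its 10 nearest listed neighbors, whose median was 0.094 with an interquartile range of 0.57 and of which 1 was called. Around A1cf the 10 neighbors had a median of 0.17, 4 were called in both directions, with the adjacent 9130016M20Rik at 2.02 and Asah2 at −0.82 in the authors' deposited table, which leaves a local rise there open. Transgene reads and Immt loss itself cannot be told apart, because 0 knockout libraries lack MerCreMer.

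Interferon-response genes were lower in the knockout, and so were macrophage markers, whose list call ended with a correlation of 0.05 (adjusted p = 0.081). The difference of the medians was −0.50 for the interferon list minus the macrophage list (2-sided permutation p = 0.00055 over genes, 100000 permutations). The interferon genes thus fell further than the macrophage markers in these hearts. All genes come from the same hearts and are not independent, and the interferon list was taken up because it had fallen. That p describes spread between genes and not between hearts, so it cannot decide whether a loss of macrophages and monocytes was the whole cause. One raised control heart as the whole cause would put the others at the knockout level and the deposited control SD at 1.73 times the difference of the group means, but over all 16 listed genes that ratio had a median of 0.47, an upper quartile of 0.74 and a maximum of 1.44. The fall may follow Immt loss, but this cannot be told apart from the change of transgene, with 0 knockout libraries that lack it, and a strain difference was not tested.

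Cytosolic ribosomal genes were higher in the knockout. A gain of short and abundant transcripts is argued against by lists matched on mean level and transcript length, over which the ribosomal median was higher by 0.70 and whose highest median in 10000 draws was 0.18. A higher share of fibroblasts, endothelial cells, mural cells and macrophages is argued against by 44 pooled markers of these cells, with a median of −0.19. By list the medians were −0.19, 0.08, −0.18 and −0.37 in that order. The endothelial median was 0.21 under library totals, against 0.83 for the ribosomal list. Other cell types were not in the pool. The rise might go with Immt loss, which stays open for the same reason, 0 knockout libraries without MerCreMer.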
